# Comprehensive molecular and cellular studies suggest avian scutate scales are secondarily derived from feathers, and more distant from reptilian scales

**DOI:** 10.1038/s41598-018-35176-y

**Published:** 2018-11-13

**Authors:** Ping Wu, Yung-Chih Lai, Randall Widelitz, Cheng-Ming Chuong

## Abstract

Amniote skin appendages such as feathers, hairs and scales, provide thermoregulation, physical protection and display different color patterns to attract a mate or frighten an adversary. A long-standing question is whether “reptile scale” and “avian leg scales” are of the same origin. Understanding the relation between avian feathers, avian scales and reptilian scales will enhance our understanding of skin appendage evolution. We compared the molecular and cellular profiles in chicken feather, chicken scales and alligator scales and found that chicken scutate scales are similar to chicken feathers in morphogenesis at the early placode stage. When we compared the expression of the recently identified feather-specific genes and scale-specific genes in these skin appendages, we found that at the molecular level alligator scales are significantly different from both chicken feathers and chicken scales. Furthermore, we identified a similarly diffuse putative stem cell niche in morphologically similar chicken and alligator scales. These putative stem cells participate in alligator scale regeneration. In contrast, avian feathers have a more condensed stem cell niche, which may be responsible for cycling. Thus, our results suggest that chicken and alligator scales formed independently through convergent evolution.

## Introduction

Amniotes exhibit different types of skin appendages including scales, feathers, hairs, teeth, beaks and claws. Reptile scales represent the basal type of amniote skin appendages from which feathers and hairs were thought to have evolved (Fig. 1A)^1–3^. Reptile scales, as found on alligators, have a flattened, overlapping appearance on dorsal regions, as well as on the belly and leg of the animal (Fig. 1C,C’). Dome shaped tuberculate scales are formed on the lateral side of the body (Fig. 1C)^4^. Birds not only have feathers on their body but also have scales on their feet, which includes two main types: the overlapping scutate scales, which form in the metatarsal region, and the dome shaped reticulate scales positioned on the underside of the foot (Fig. 1B,B’)^5^. Morphologically, avian scutate scales are similar to crocodilian scales with overlapping skin folds, whereas avian reticulate scales are similar to reptilian tuberculate scales. Here we explore the relationship between chicken scutate scales and alligator overlapping scales.

**Figure 1:**
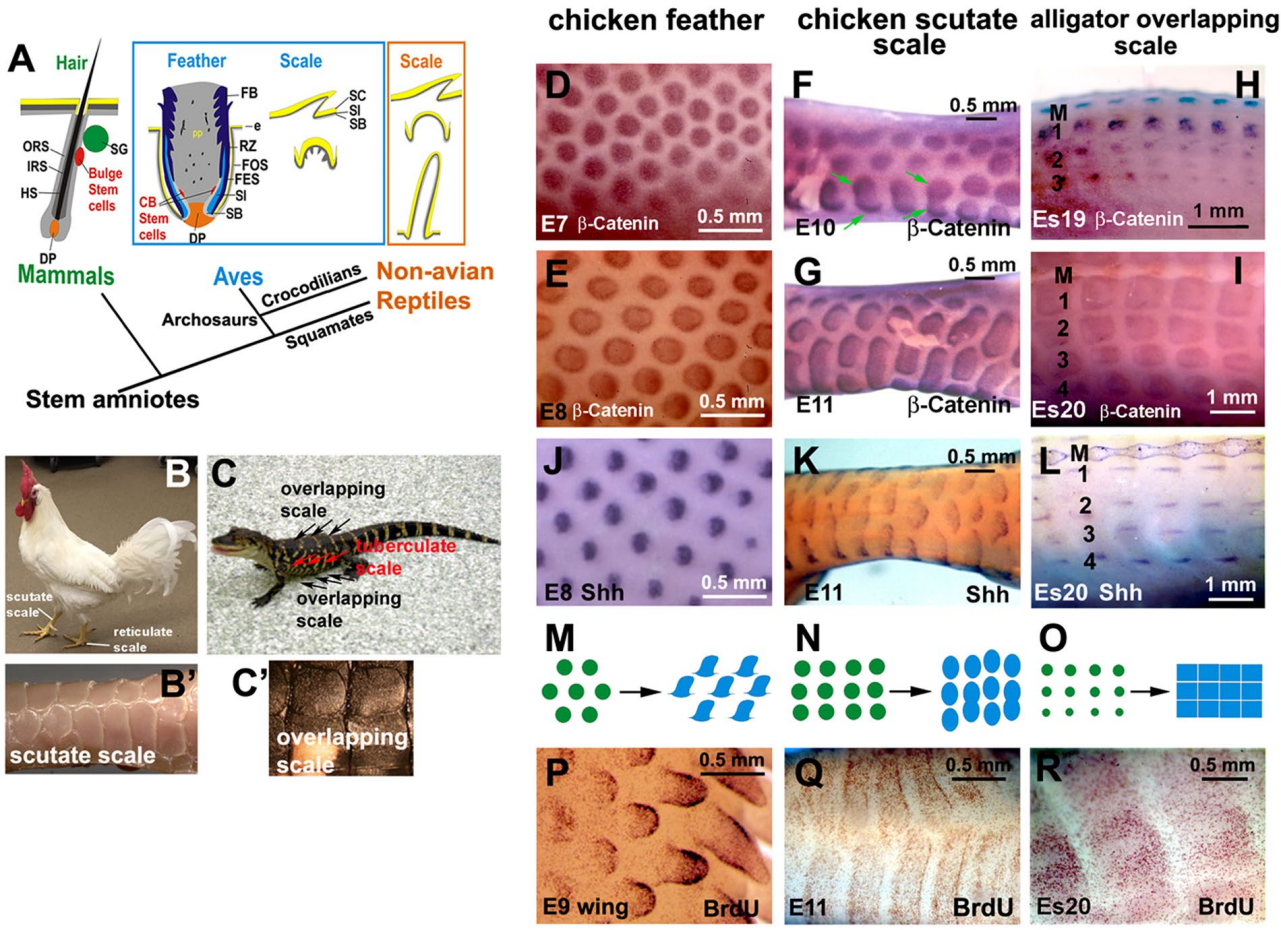
Development of avian and reptilian scales. (**A**) Schematic drawing of the stem cell niche in mammalian hairs and avian feathers. (**B**) Adult chicken showing feathers and scales. (**B’**) Scutate scales. (**C**) Juvenile alligator showing different types of scales. (**C’**) Overlapping scale. D-I, β-catenin whole mount *in situ* hybridization. (**D**) E7 chicken dorsal feather tract (placode stage). (**E**) E8 chicken dorsal feather tract (short bud stage). (**F**) E10 chicken scutate scale (placode stage). Green arrows indicate the fusion of scutate scale placodes. (**G**) E11 chicken scutate scale (short bud stage). (**H**) Es19 alligator overlapping scale (placode stage). (**I**) Es20 alligator overlapping scale (short bud stage). (**J–L**) Shh whole mount *in situ* hybridization. J, E8 chicken dorsal feather tract. (**K**) E11 chicken scutate scale. (**L**) Es20 alligator overlapping scale. (**M–O**) Schematic drawing of skin appendage development. (**M**) Chicken feather, (**N**) chicken scutate scale, (**O**) alligator overlapping scale. (**P**–**R**) Whole mount BrdU staining. (**P**) Feather buds in an E9 chicken wing showed different feather developmental stages, from short buds to long buds. (**Q**) E11 chicken scutate scale. (**R**) Es20 alligator overlapping scale. Note the feathers have a broader localized growth zone than scales. CB, collar bulge; DP, dermal papilla; e, epidermis; FB; feather barb ridge; FES, feather sheath; FOS, feather follicle sheath; HS, hair shaft; IRS, inner root sheath; M, dorsal middle line of alligator embryo; ORS, outer root sheath; RZ, ramogenic zone; SG, sebaceous gland; SB, stratum basal; SC, stratum corneum; SI, stratum intermedium; 1, 2, 3, 4 indicate the row number with 1 closest to the middle of the dorsal region.

The relationship among avian feathers, avian scales and reptilian scales has fascinated scientists for decades. Understanding this relationship may help to unveil the origin of avian feathers, which eventually enabled birds to fly and venture into their new eco-system. Currently there are two hypotheses explaining the origin of avian feathers. The first hypothesis suggests that all ectodermal organs, including feathers, scales, teeth, etc, evolved independently from a common primitive placode^6^. The second concept is that avian feathers evolved from primitive reptilian scales^7^. The evolutionary origin of avian scales is also controversial. For its origin, there are two different views. The first view is that avian scales are the remnant of reptilian scales^8,9^. The second view is that avian scales are the secondary derivatives from avian feathers^10,11^. Some paleontological studies support this view^12,13^. Feathered feet are also seen in some extant birds, such as golden eagles and domestic pigeons. Here we take a molecular and cellular approach to study this issue.

Molecular and cellular studies have been used to understand the evolution of amniote skin appendages in extant reptiles and birds. Shh and Bmp2 signaling has been found to form a functionally conserved developmental signaling module in archosaur epidermal appendage development^14^. Using histological and molecular techniques, reptilian scales (crocodiles and snakes) were shown to exhibit a placode configuration, which suggests that hairs, feathers and scales of extant amniotes are modified from ancient reptilian scale placodes^15^. Comparative genomic studies identified conserved non-exonic elements that suggest exceptional regulatory innovation in the archosaur lineage. Also, the presence of feather development genes predates the appearance of feathers, signifying that avian dinosaur ancestors already had the non-keratin molecular toolkit necessary to make feathers^16^. Recently, through genomic and functional studies in embryonic chicken skin, we identified mesenchymal feather-associated genes and proposed that multiple regulatory modules were involved in scale to feather evolution. In addition, we found that candidate molecules also caused the formation of localized growth zones (LoGZ) and invaginations in alligator skin^17^.

Avian feathers and mammalian hairs share many common characteristics, including the topology of their stem cells and transient amplifying cells (TA cells), the presence of a dermal papilla, as well as proximal - distal polarity^18^. Feathers and hairs are periodically replaced throughout the life of each animal^9,19^. The cycling relies on activation of stem cells in a supportive niche within their follicular structure^20,21^. In hair follicles, the stem cell compartment is localized within the bulge^22^, whereas in the feather follicle, stem cells are located within the collar bulge^23^ (Fig. 1A). In contrast both avian and reptilian scales are not follicular structures and some reptiles, such as snakes, will shed their skin all at once, while lizards shed their skin in patches as they grow. Molting in Alligators and Crocodiles can occur in individual scales.

Bromodeoxyuridine (BrdU or 5-BrdU) retention was successfully used to locate slow cycling cells in hair^24^ and feather follicles^21^. Since stem cells do not often enter the proliferative phase of the cell cycle, once labeled with experimentally detectable thymidine analogs, they are expected to retain the label for long periods of time and are named label retaining cells (LRCs). Further studies using EGFP-tagged histone 2B (H2BEGFP) and the K15 promoter were used to identify stem cell populations in hair follicles^25–27^ and proved that LRCs in the hair follicle are multipotential stem cells. However, the location of LRCs (or the putative stem cells) in both avian and reptilian scales remains unknown.

In this paper, we examine similarities and differences in cell behavior and molecular profiles among chicken feathers, chicken scales and alligator scales during development and regeneration. We find putative stem cell configurations diffusely clustered in the hinge regions of alligator overlapping scales and chicken scutate scales. We then demonstrate whether these specified putative stem cells participate in scale regeneration. However, at the transcriptome level, we demonstrate alligator scales are significantly different from both chicken feathers and chicken scales, suggesting that they evolved independently.

## Results

### The development of chicken scutate scales and alligator overlapping scales use diffuse cell proliferation and signaling molecule expression

We wondered what mechanism differentially regulated the morphogenesis of avian feathers versus avian scales and reptilian scales. We hypothesized that signaling molecule expression and cell proliferation might display different distributions in feathers and different shaped scales. To elucidate this, we investigated molecular expression and cell proliferation during their early skin appendage development stages (Fig. 1D–R). Chicken skin appendage formation appears heterogeneous with feathers developing earlier than scutate scales. E7 (embryonic day 7, stage 31) feather forming skin is equivalent to E9 (stage 35) scale forming skin as both are in the placode stage. We used whole mount *in situ* hybridization (WMIH) of β-catenin to show the placode (Fig. 1D,F,H), and short bud stage (Fig. 1E,G,I) of each of these skin appendages. We then performed *in situ* hybridization of Shh (Fig. 1J,K,L) to show the short bud stages. Chicken feathers developed from placodes and form short buds (Fig. 1D,E,J). Alligator overlapping scales first formed circular spots which then expanded to become square in shape (Fig. 1H,I). WMIH of Shh appeared as a rostral-caudal stripe in the center of each scale primordia (Fig. 1L). However, chicken scutate scales started from spots but then some spots merged to form the horizontally enlarged scale buds (arrows in Fig. 1F,G). Thus, we found that the development of chicken scutate scales is different from that of both chicken feathers and alligator scales, but the shape of chicken scutate scale placodes is more similar to chicken feathers (Fig. 1M–O).

When we compared cell proliferation among feathers and different scale types, we found that only the feather primordia showed a clear, localized growth zone (Fig. 1P). The cell proliferation of chicken scutate scales and alligator scales were more diffuse (Fig. 1Q,R). The diffuse, asymmetric pattern of cell proliferation along the anterior-posterior axis was observed in both chicken scutate scales and alligator scales (Fig. 1Q,R).

These results suggest that some of avian scutate scale development relies upon primordia fusion. The development of scutate scales started from a round shaped placode (similar to a feather placode) and then underwent a horizontal expansion process. Avian scales and reptilian scales display diffuse patterns of molecular expression and cell proliferation, when compared to that of avian feathers.

### RNA-seq analysis reveals that embryonic chicken scutate scales and alligator overlapping scales have different molecular profiles than embryonic chicken feathers

Previous studies from our lab have identified 102 *feather-associated genes* in developing feather dermis and *170 scale-associated genes* through the examination of transcriptome data of developing chicken feathers and scales including both region-independent genes and development-dependent genes^17^. We examined whether alligator skin expresses the *feather-associated genes* or *scale-associated genes* to determine at the molecular level if alligator scales are closer to avian feathers or avian scales in development. 

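Dermis freed of its epidermis was taken from dorsal and ventral overlapping scales of alligator embryos at the placode stage (Es19) and the bud stage (Es22), and the sample labels give 1 library for each region and stage. The authors deposited 1 table of 10466 rows, each a transcript record with a gene symbol or a numbered gene, holding CPM values with TMM normalization, which corrects library size for differences in RNA composition. The paper's methods name STAR as the aligner and state that replicate samples were prepared for each region and stage, while the submitters' processing notes list TopHat2 (version 2.1.0), Partek (version 3), HTSeq and edgeR. The version of the alligator gene annotation is not given in the sources used here. From 99.8% to 99.96% of the values of a library, as rounded, lay within 0.05 of a whole multiple of the value of 1 read, so that whole reads could be recovered. The table held 11701506 reads for Es19 dorsal dermis, 11581288 for Es19 ventral dermis, 13220855 for Es22 dorsal dermis and 10722075 for Es22 ventral dermis, and 1 read was worth 0.0774, 0.0679, 0.0961 and 0.103 CPM in that order. The TMM factors were 1.10, 1.27, 0.787 and 0.904. The type I collagen genes COL1A1 and COL1A2 together took 20.1% of the reads in dorsal and 11.0% in ventral dermis at Es19, and 33.4% in dorsal and 31.0% in ventral dermis at Es22, so the share of reads left for other genes differed between libraries before that correction. Among the 10236 rows with a mean of at least 1 CPM, a gene was counted as differing between regions when log2(CPM + 1) was at least 1 apart, in the same direction, at both stages, and as differing between stages when this held in both regions. The comparisons at Es19 and Es22, like those in dorsal and ventral dermis, share no library, but neither has a replicate. An additive limma fit on log2(CPM + 1) with region and stage as terms has 1 residual degree of freedom, in which the departure of one stage or region from the other stands in for replicate error. Log2 differences on this scale understate the changes of genes with low CPM. The 95% intervals beside ratios of CPM are exact binomial intervals on the recovered reads and cover counting error only.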

We conducted RNA-seq using the dermis of Es19 (placode stage) and Es22 (bud stage) alligator dorsal and ventral overlapping scales. We compared these RNA-seq data with those of chicken feather- or scale-associated genes.

Among the 102 *feather-associated genes*^17^, 86 have been annotated in the alligator genome^28^ (Fig. S1). After aligning the reads to the alligator genome, the expression level of these 89 genes was calculated. We first arranged their average CPM (count per million) values in chicken feather samples from high to low (Fig. 2A, left panel) and compared the CPM value in chicken scale samples (Fig. 2A, middle panel) and alligator scale samples (Fig. 2A, right panel). The expression levels of these 86 genes in chicken scutate scales is much lower than that found in feathers, as expected (Fig. 2A, middle panel). When we examined their expression levels in alligator scale samples. We found that that the expression of chicken feather-associated genes in alligator scales was distinct from that seen in both chicken feathers and chicken scales (Fig. 2A, right panel).

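Of the 86 feather-associated genes listed, 52 had a row under the listed symbol in the alligator table. All 52 had a mean of at least 1 CPM over the 4 libraries, as did 10236 of the 10466 rows, so having a row nearly fixed this. The highest means belonged to PGM5, a protein of cell-matrix adhesions, at 235 CPM, the AP-1 subunit JUN at 174 CPM, the zinc finger transcription factor ZIC1 at 129 CPM and the angiopoietin receptor TEK at 123 CPM, and 7 of the 52 genes reached 100 CPM. ZIC1 was almost confined to dorsal dermis, with 307 CPM in dorsal and 1.70 CPM in ventral dermis at Es19, a ratio of 181 (95% interval 123 to 280), and 204 against 4.13 CPM at Es22, a ratio of 49.4 (95% interval 36.1 to 69.3). Of the listed genes 2 were at least 2-fold higher in dorsal dermis at both stages, and 0 were higher in ventral dermis by this rule. By region a pseudocount of 5 in place of 1 left 1 higher in dorsal and 0 in ventral dermis, and 0.1 gave 2 and 0. Between stages, 4 genes were at least 2-fold higher at Es22 in both regions, 3 were lower, 1 (RUNX3) went in opposite directions and 44 met neither rule. With a pseudocount of 5 in place of 1, 4 were higher and 1 was lower, and with 0.1, 5 were higher and 3 lower. Follistatin (FST), which binds activins and BMPs, went from 29.4 to 128 CPM in dorsal and from 24.8 to 90.8 CPM in ventral dermis, and GGT5 from 43.0 to 128 CPM and from 26.7 to 102 CPM. TEK went from 62.0 to 233 CPM and from 22.3 to 173 CPM, and the 16 genes with a row on a list of endothelial markers, which includes TEK and SOX18, had median log2 differences between stages of 1.11 in dorsal and 0.42 in ventral dermis. The fourth, TSPO2, is also on a list of red blood cell markers, whose 8 genes with a row had medians of 2.98 and 1.87. LRRN1 was 3.92-fold lower (95% interval 3.44 to 4.50) in dorsal and 3.43-fold lower (95% interval 2.96 to 4.00) in ventral dermis at Es22, and NEFM and RGMA were the other genes below. SOX18, a transcription factor of endothelium, stood at 111 CPM in dorsal and 33.1 CPM in ventral dermis at Es19 and at 96.9 and 82.2 CPM at Es22, BEND5 ranged from 48.8 to 67.0 CPM and IGF2 from 7.28 to 15.7 CPM. There was no row under the symbol OSR1 in the table analysed here.

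**Figure D1:**
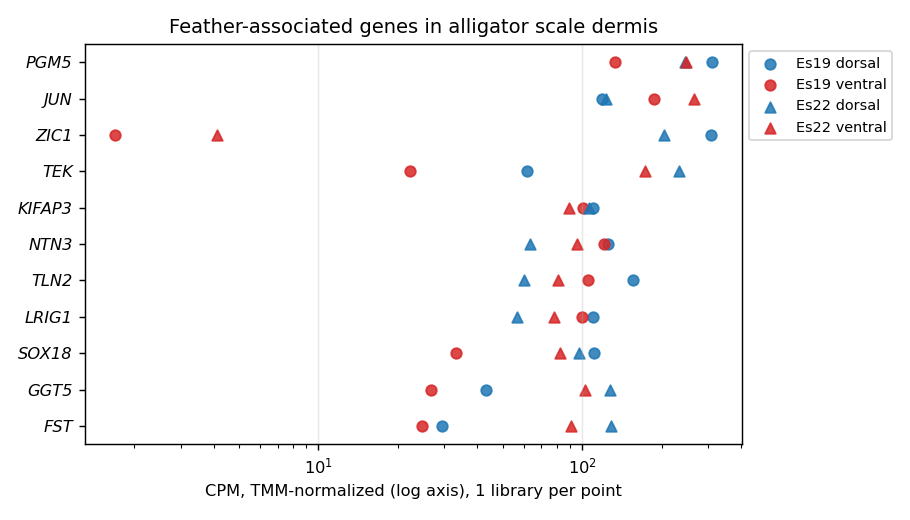
CPM on a log axis of the 10 feather-associated genes with the highest mean and of FST, with 1 point for each library. ZIC1 separates dorsal (blue) from ventral (red) dermis, and FST separates Es19 (circles) from Es22 (triangles).

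In limma, ZIC1 differed between regions (log2 difference 6.08, standard error 0.36, adjusted p = 0.026), and it was 1 of 52 listed genes to do so, as when adjusted over the list alone. By stage 7 listed genes passed, and 9 when adjusted over the list alone, of which 6 were higher at Es22. Over the whole table limma called 0 genes between regions after rescaling by the upper quartile (729 at an unadjusted p under 0.05) and 0 without stage as a term (256). Between stages it called 89 genes after rescaling by the upper quartile (2035), and 0 without region as a term (1973). With both terms limma called 24 genes between regions and 320 between stages, and edgeR, an alternative chosen after the data were seen, 56 and 565.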

**Figure 2:**
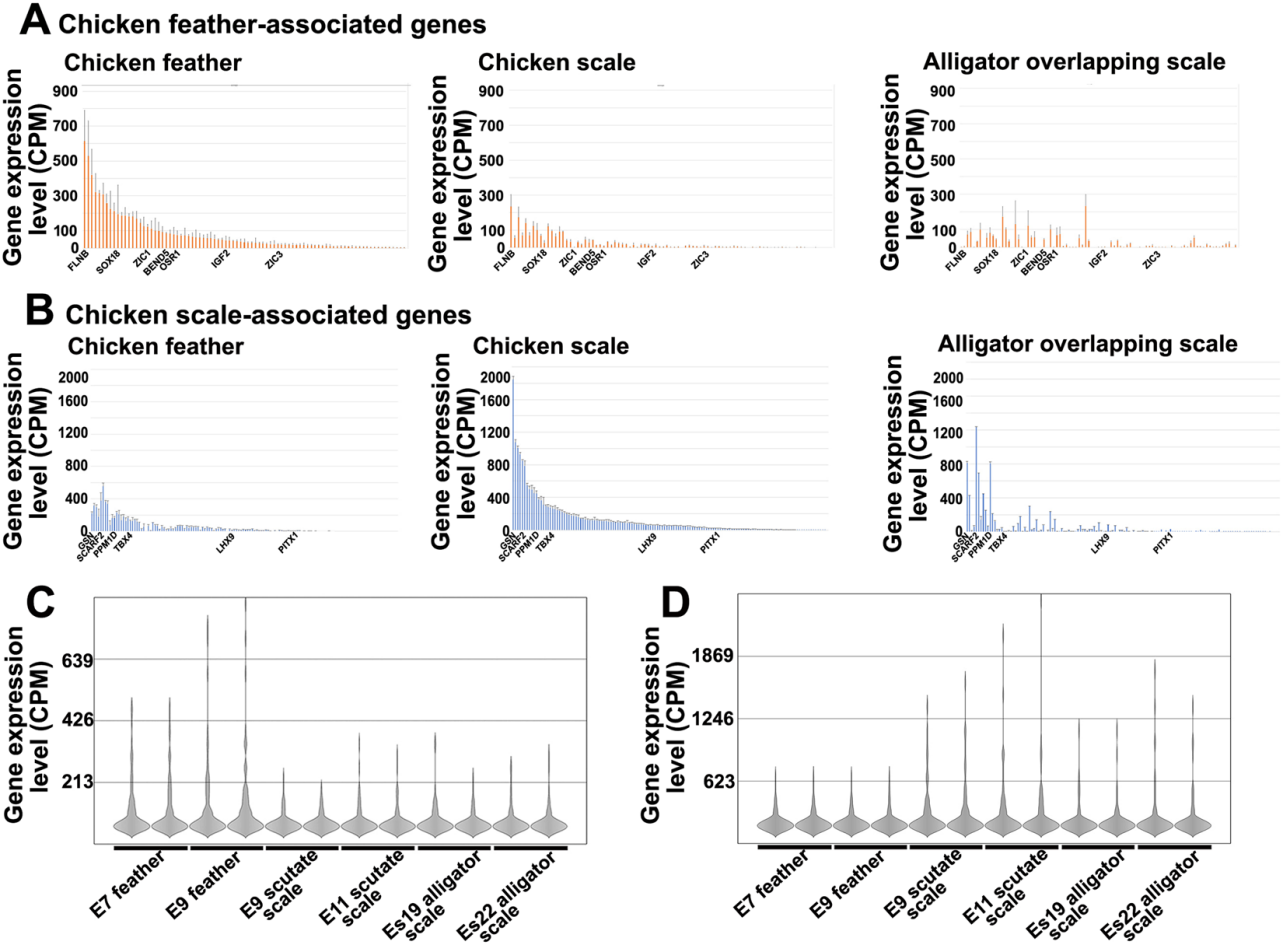
RNA-seq analysis of embryonic chicken feathers, chicken scutate scales and alligator overlapping scales. (**A**) Comparing the chicken *feather-associated gene* expression profile among chicken feathers (E7 and E9), chicken scutate scales (E9 and E11) and alligator overlapping scales (Es19 and Es22). The X-axis is the average CPM (count per million) value of *feather-associated genes* (Y-axis) from high to low in feather samples (left panel). Chicken scale (middle panel) and alligator scale (right panel) expression levels of *feather-associated gene* are shown. (**B**) Comparing the chicken *scale-associated gene* expression profile among chicken feathers (E7 and E9), chicken scutate scales (E9 and E11) and alligator overlapping scales (Es19 and Es22). The X-axis is the average CPM (count per million) value of *scale-associated genes* (Y-axis) from high to low in chicken scutate scale samples (middle panel). Chicken feather (left panel) and alligator scale (right panel) expression levels of *scale-associated gene* are shown. (**C**) Violin plots showing the chicken *feather-associated genes* are down-regulated in chicken scales and alligator scales. (**D**) Violin plot analysis showing the chicken *scale-associated genes* are down-regulated in both chicken feathers and alligator scales.

We then examined the *scale-associated genes* using the same strategy (Fig. 2B). Among the 170 chicken *scale-associated genes*^17^, 135 have been annotated in the alligator genome^28^ (Fig. S2), so we focused our analysis on these 135 genes. As expected, these chicken scale-associated genes were expressed to much higher levels in chicken scales (Fig. 2B, middle panel) than in chicken feathers (Fig. 2B, left panel). 

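Of the 135 scale-associated genes, 76 had a row under the listed symbol, and 17 of them reached 100 CPM. All 76 had a mean of at least 1 CPM, as did 10236 of the 10466 rows. The highest mean was 1233 CPM for FKBP9, a prolyl isomerase of the endoplasmic reticulum, which ranged from 826 to 1682 CPM over the 4 libraries. Gelsolin (GSN), an actin-severing protein, ranged from 497 to 1255 CPM, the growth factor midkine (MDK) from 489 to 1044 CPM, the stress response factor ATF4 had a mean of 690 CPM and SCARF2 ranged from 366 to 575 CPM. The hindlimb transcription factor PITX1 was higher in ventral dermis, with 60.6 against 4.95 CPM at Es19, a ratio of 12.2 (95% interval 9.49 to 16.0), and 8.46 against 1.54 CPM at Es22, a ratio of 5.50 (95% interval 3.20 to 10.1). The homeobox gene SHOX, which acts in limb growth, was at 29.3 CPM in ventral and 2.17 CPM in dorsal dermis at Es19 and at 36.3 and 2.21 CPM at Es22. PI16 was the third listed gene at least 2-fold higher in ventral dermis at both stages, and 0 were higher in dorsal dermis. By region a pseudocount of 5 in place of 1 left 2 higher in ventral dermis, without PI16, and 0 in dorsal dermis. A pseudocount of 0.1 gave 3 higher in ventral and 2 in dorsal dermis. Between stages 7 listed genes were at least 2-fold higher at Es22 in both regions, 2 were lower and 67 met neither rule. With a pseudocount of 5 in place of 1, 4 were higher and 0 lower, and with 0.1, 11 were higher and 2 lower. The protease HTRA3 went from 40.6 to 311 CPM in dorsal and from 172 to 433 CPM in ventral dermis, and ARSI, CDH13 and PI16 were also higher. E-cadherin (CDH1), an adhesion protein of epithelia, went from 5.34 to 84.5 CPM in dorsal and from 4.68 to 30.6 CPM in ventral dermis, and COL17A1, a collagen of epithelial hemidesmosomes, from 0.0774 to 4.52 CPM and from 0.0679 to 1.34 CPM, the Es19 values being 1 read each. VGLL1 was the other gene above. The 8 genes with a row on a list of epidermal markers, which includes CDH1, had median log2 differences between stages of 3.62 in dorsal and 1.41 in ventral dermis. PITX1 and TMEM132E were the 2 genes lower at Es22, PITX1 by 7.16-fold in ventral dermis (95% interval 5.71 to 9.09). PPM1D, a phosphatase, ranged from 51.5 to 67.6 CPM. There was no row under the symbols TBX4 and LHX9 in the table analysed here.

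**Figure D2:**
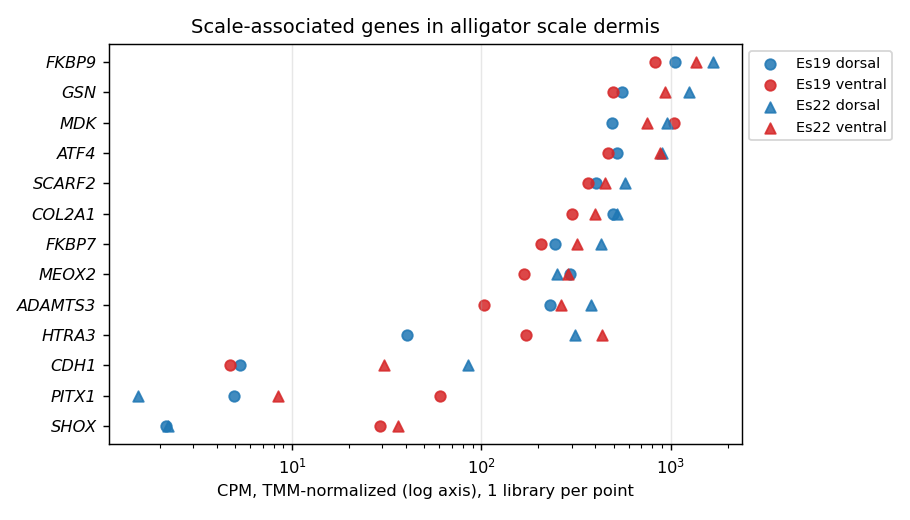
CPM on a log axis of the 10 scale-associated genes with the highest mean and of CDH1, PITX1 and SHOX, with 1 point for each library. SHOX and PITX1 are higher in ventral (red) than in dorsal (blue) dermis at each stage, and CDH1 is higher at Es22 (triangles) than at Es19 (circles).

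In limma, SHOX was the 1 listed gene that differed between regions (log2 difference -3.40, standard error 0.24, adjusted p = 0.026), and of the 77 rows tested for these genes 9 did when adjusted over the list alone, 6 of them higher in dorsal and 3 in ventral dermis. The list's median log2 difference, dorsal over ventral, was 0.02 at Es19 and 0.13 at Es22, with 30 genes higher and 20 lower in dorsal dermis at both stages, whatever the size. By stage 8 of these rows passed, and 26 when adjusted over the list alone, 23 of them higher at Es22. The call of SHOX is lost after rescaling by the upper quartile and without stage as a term, and the calls between stages are lost without region as a term. PITX1 had an adjusted p of 0.11 between regions in limma, and 0.0083 in edgeR's quasi-likelihood test on the recovered reads.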

When we examined the expression levels of these genes in alligator scale samples (Fig. 2B, right panel), most of the genes did not show similar expression levels seen in chicken scale samples (Fig. 2B, middle panel). These results imply that even though chicken and alligator scales share some morphological similarities, their molecular expression profiles are distinctly different.

We performed a Violin plot analysis to visualize the distribution of the normalized expression levels. It helps to highlight the most highly expressed *feather-associated genes* in chicken feathers. 

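In alligator dermis the feather-associated genes, with PGM5 and JUN at the top, had a median of the mean CPM of 26.8 and quartiles of 6.17 and 58.8. Of the 52 genes, 34 had a mean of at least 10 CPM, among them the transcription factors TBX15, EMX2, SIM1 and RUNX3, and 18 lay below, among them the ecto-nucleotidase NT5E and the adhesion protein ALCAM, these 6 genes being named after their values were seen. The median was 32.1 CPM in dorsal and 20.1 CPM in ventral dermis at Es19, and 22.0 and 20.4 CPM at Es22. It lay above 81.8% of the medians of 10000 random lists of 52 symbols or gene numbers drawn from the table. The middle 95% of these medians ran from 10.2 to 35.8 CPM. The pool thus held rows without a gene symbol, while each listed gene had one. Between regions the list had a median log2 difference of 0.13 at Es19 and 0.01 at Es22, dorsal over ventral, and between stages of -0.19 in dorsal and 0.20 in ventral dermis. The chicken feather and chicken scale libraries were not analysed here, so these levels are given for alligator dermis alone.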

We found that *feather-associated gene* expression in chicken scales and alligator scales are down-regulated compared to chicken feathers (Fig. 2C). The Violin plot analysis of chicken *scale-associated genes* showed that they were down-regulated in both chicken feather and alligator scale samples (Fig. 2D). This analysis suggests that avian feathers require novel molecular circuits distinct from those used to produce avian and reptilian scales.

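The scale-associated genes in alligator dermis had a median of the mean CPM of 24.8, with quartiles of 4.53 and 77.1. The collagen COL2A1, the prolyl isomerase FKBP7, the homeobox gene MEOX2 and the proteases ADAMTS3 and HTRA3 were among the 10 genes with the highest means, while SFRP4, PIEZO2 and NT5C1A, named after their values were seen, had means under 10 CPM. Of the 76 genes, 48 had a mean of at least 10 CPM and 28 lay below. The list's median was 15.0 CPM in dorsal and 19.5 CPM in ventral dermis at Es19, and 28.6 and 26.1 CPM at Es22. Over the 4 libraries it lay above 76.7% of the medians of 10000 random lists of 76 symbols or gene numbers. Between stages the list had a median log2 difference of 0.37 in dorsal and 0.30 in ventral dermis, with 41 genes higher and 10 lower at Es22 in both regions, whatever the size. In both regions, genes of collagen and matrix, epidermal markers and red blood cell markers also had higher medians at Es22.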

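Within alligator dermis the feather-associated and the scale-associated genes overlapped over most of their range. The median of the 52 feather-associated genes was 0.10 above that of the 76 scale-associated genes in log2(CPM + 1) of the mean (two-sided permutation test across genes, p = 0.80, genes not being independent replicates). The 34 feather-associated and 59 scale-associated genes with no row under the listed symbol are left out. Median numbers of annotated transcripts without and with a row were 5 and 2 for the feather-associated list and 2 and 2 for the scale-associated list. CPM is also not corrected for transcript length, so levels of different genes are not on one scale. The scale-associated list reached higher, with FKBP9, GSN, MDK and ATF4 among the genes above PGM5, the highest feather-associated gene. By library the difference was 1.04 in Es19 dorsal dermis (p = 0.19) and 0.03 in Es19 ventral dermis (p = 1.0), and it turned to -0.37 in Es22 dorsal (p = 0.65) and -0.34 in Es22 ventral dermis (p = 0.64), all from the same permutation test.

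**Figure D3:**
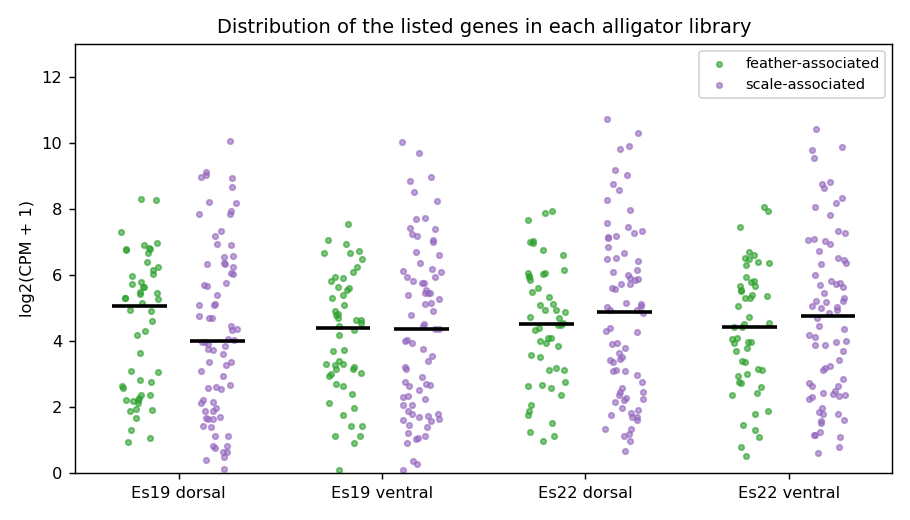
Log2(CPM + 1) of each feather-associated (green, 52 genes) and scale-associated gene (purple, 76 genes) in each library, with the median as a black line. The medians of the lists lie furthest apart in Es19 dorsal dermis, by 1.04.

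The paper sets alligator levels of 86 feather-associated and 135 scale-associated genes beside its chicken feather and chicken scale values. The levels above cover only the 52 and 76 of them with a row. The paper finds feather-associated genes lower in both kinds of scale than in feathers (Fig. 2C). It finds scale-associated genes lower in chicken feathers and alligator scales than in chicken scales (Fig. 2D), and proposes from this that feathers need molecular circuits of their own.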

### Adult chicken and alligator scales have diffuse LRCs

We asked whether stem cells are localized within the stem cell niche in scales. If this is the case, are the properties of their stem cell niche different from that found in feathers? To answer this question, we used a 3-hour BrdU pulse labeling to identify the transit amplifying cells (TA cells) (Fig. 3A) and the BrdU label retention (LRC) method to locate the slow cycling cells which are putative stem cells (Fig. 3B).

**Figure 3:**
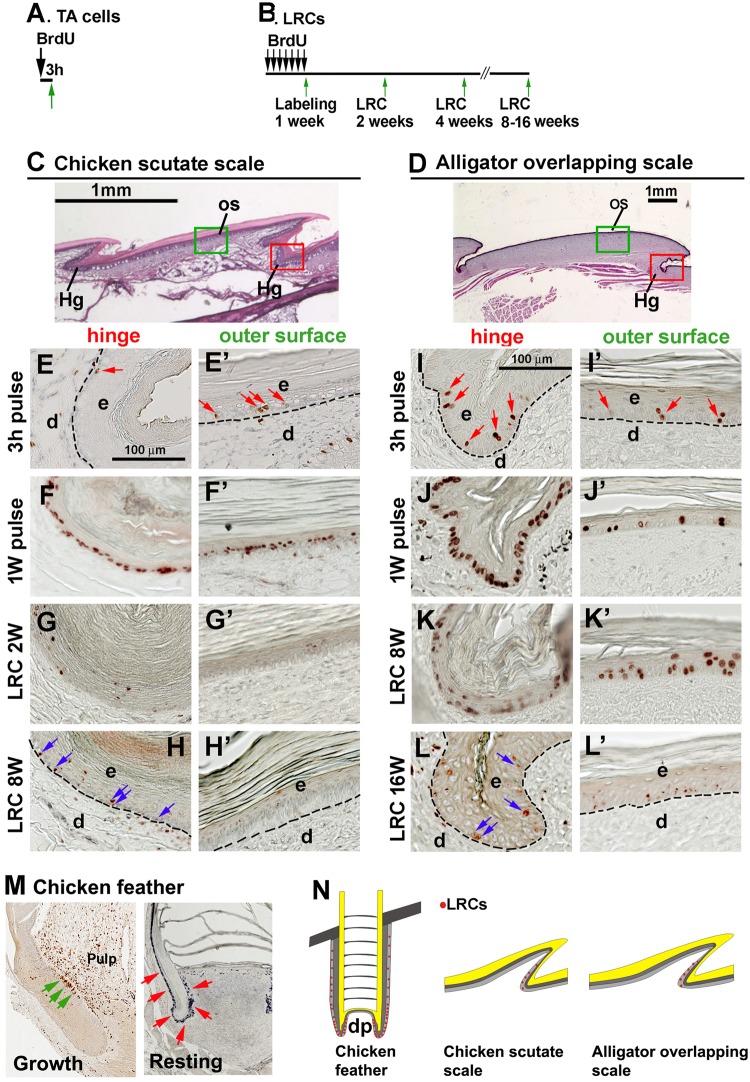
The topology of putative stem cells in chicken scutate scales and alligator overlapping scales. (**A**) Strategy of TA cell labeling. (**B**) Strategy of LRC labeling. (**C**) H&E staining of a chicken scutate scale. (**D**) H&E staining of an alligator overlapping scale. The red and green rectangular boxes in panel C and D indicate the hinge region and outer surface region in chicken and alligator scales. (**E–H’**) TA and LRCs in chicken scutate scales. (**E**) BrdU 3-hour pulse labeling. Red arrows indicate BrdU positive cells. (**F**) BrdU 1-week labeling. (**G**) A 2-week chase period after 1-week of labeling. (**H**) An 8-week chase period after 1-week of labeling. Blue arrows indicate the LRCs in the hinge region. (**I–L’**) TA and LRCs in alligator overlapping scales. I. 3-hour BrdU pulse labeling. Red arrows indicate BrdU positive cells. (**J**) BrdU labeling for 1-week. (**K**) An 8-week chase period after 1-week of labeling. (**L**) A 16-week chase period after 1-week of labeling. Blue arrows indicate the LRCs in the hinge region. Note that LRCs exist in the hinge regions but are negative in the outer surface in both chicken scutate and alligator overlapping scales. (**M**) LRCs in chicken feathers. Left panel, growth phase, green arrows indicate the LRCs in the feather bulge region. Right panel, resting phase, red arrows indicate the LRCs in epidermis surrounding the dermal papilla (papilla ectoderm) and in the follicle sheath. (**N**) Schematic drawing showing the distribution of LRCs (red dots). The dotted lines separate epidermis and dermis. d, dermis; e, epidermis; Hg, hinge; OS, outer surface.

H&E staining showed that the morphology of chicken scutate scales and alligator overlapping scales are similar. Both have an outer surface and an inner surface connected by the hinge region (Fig. 3C,D). We focused on the hinge and outer surface area.

We first sought to identify the configuration of stem cells and TA cells in adult chicken scutate scales by comparing their outer surface and hinge regions (Fig. 3E–H’). After a 3 h pulse labeling, BrdU positive cells were randomly distributed in the epidermis of both the hinge and outer surface regions (Fig. 3E,E’, red arrows). After a 1-week BrdU labeling period, most keratinocytes in the basal layer (95% in the hinge region and 80% in the surface epithelium) were BrdU positive (Fig. 3F,F’). This was followed by a 2-week chase period in which dividing cells lost their label. LRCs were seldom detected in the basal layer of the epidermis but were found distributed in the hinge region of scutate scales (Fig. 3G). However, no LRCs were detected in the basal layer of the outer surface epidermis (Fig. 3G’). Similar numbers of LRCs in the hinge (blue arrows) were found even after an 8-week chase period (Fig. 3H,H’).

In alligator overlapping scales, a short term 3-hour BrdU labeling identified proliferating cells randomly distributed in the epidermis of both the hinge and outer surface (Fig. 3I,I’, red arrows). After BrdU labeling for 1-week, 95% of basal layer cells in the hinge region (Fig. 3J) but only 15% of cells in the outer surface region (Fig. 3J’) are BrdU positive. These data suggest that the hinge epidermis has more cell proliferation than the surface region. The 3-hour pulse labeling was insufficient to reflect cell proliferation differences between outer surface and hinge regions. After an 8-week chase period there are LRCs in both the hinge and outer surface (Fig. 3K,K’). However, after a 16-week chase, the LRCs are only detected within the hinge region (Fig. 3L, blue arrows). Only speckled BrdU labeling is detected in the surface region (Fig. 3L’). Those cells with a speckled appearance are considered to have more divisions which dilute the BrdU labeling and therefore are not counted as LRCs^29^.

Compared to chicken feathers, whose LRCs are clustered and localized in the collar bulge area during the growth phase (Fig. 3M, left panel, green arrows) and in the papilla ectoderm and the lower follicle sheath during resting phase (Fig. 3M, right panel, red arrows), LRCs in both chicken scutate scales and alligator overlapping scales are diffusely distributed in the hinge region.

These results suggest that the stem cell niche configuration of both avian and reptilian scales is different from that found in avian feathers. LRCs in both chicken and alligator scales are diffusely distributed in the hinge region. It is reasonable to find the stem cell niche in the protected hinge region. Whereas feathers have a stem cell ring in the collar bulge during growth phase. Even in the resting phase, clustered LRCs can be detected in the papilla ectoderm and the lower follicle sheath (Fig. 3M). We summarize the location of LRCs in chicken feathers, chicken scutate scales and alligator overlapping scales in Fig. 3N.

### The stem cell marker, K15, is expressed in the hinge of both chicken scutate and alligator overlapping scales

The intermediate filament keratin 15 (K15) has been used as a hair follicle stem cell marker^30,31^. To detect the expression pattern of K15 in different amniote skin appendages, we generated chicken-specific and alligator-specific K15 antisense probes. Another alpha keratin, K75, which is not associated with stem cells, was used for comparison.

We first examined the expression of K15 and K75 in chicken adult feathers. At resting stage, both K15 and K75 are expressed in feather epidermis. K15 is expressed in the basal layer (Fig. 4A,A’), whereas K75 is expressed in the supra-basal layer (Fig. 4B,B’). LRCs in resting stage feathers were localized in the basal layer of the epidermis (Fig. 3N, left panel), which is K15 positive (Fig. 4A’). In comparison, K15 is strongly expressed in the hinge basal layer (Fig. 4C) but faintly expressed in the outer surface in adult scutate scales, (Fig. 4D), whereas K75 is expressed in the supra-basal layer in the surface (Fig. 4F), but not in the hinge region (Fig. 4E).

**Figure 4:**
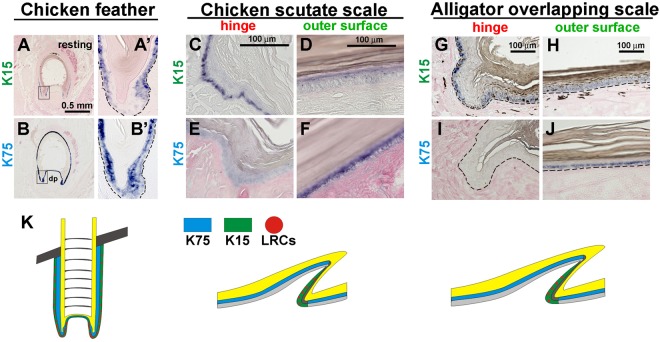
Expression of the stem cell marker, K15 and differentiation marker, K75 in chicken and alligator scales. (**A,A’**) Expression of K15 in resting phase feather follicles. (**B,B’**) Expression of K75 in resting phase feather follicles. (**C–F**) Chicken scutate scales. (**C,D**) Expression of K15 in chicken scutate scales. (**C**) Hinge; (**D**) outer surface. (**E,F**) Expression of K75 in chicken scutate scales. (**E**) Hinge; (**F**) outer surface. (**G**–**J**) Alligator overlapping scales. (**G,H**) Expression of K15 in alligator overlapping scales. (**G**) Hinge; (**H**) outer surface. (**I,J**) Expression of K75 in alligator overlapping scales. (**I**) Hinge; (**J**) outer surface. Note K15 is positive in the hinge basal layer (**C**,**G**) whereas K75 is positive in the outer surface suprabasal layer (**F,J**). (**K**) Schematic drawing of the distribution of K15 (green), K75 (blue) and LRCs (red dot) in feathers (resting stage) and scales. dp, dermal papilla.

We further investigated the expression of K15 in alligator overlapping scales. K15 is expressed in the basal layers of the hinge (Fig. 4G) but faintly in the surface region (Fig. 4H). K75 is expressed in the supra-basal layers of the surface region (Fig. 4J) but not in the hinge (Fig. 4I).

We conclude that the hinge of both chicken scutate scales and alligator overlapping scales are K15 positive. Whereas K75 is expressed in the supra-basal layer of the surface which is complementary to K15 (Fig. 4K). The hinge region of scales demonstrates a unique architecture facet which is used to preserve putative stem cells. Whether these putative stem cells participate in the repair and regeneration process is interesting to pursue as we reported in the following study.

### Wound healing/regeneration abilities in chicken and alligator scales

To test the regenerative abilities of avian and reptilian scales, a piece of skin (1 cm × 1 cm) (including both epidermis and dermis) covering several scales was surgically removed from the adult chicken leg and juvenile alligator body.

When the wound was made in a chicken scutate scale forming region, after 16 weeks, the wound site was covered with scales. However, overlapping scales formed incompletely (Fig. 5A, H&E staining, the wound region compared to the normal unwounded part). Regenerated scales showed a periodic Tenascin-C expression pattern (red arrows in Fig. 5B). In normal scale, Tenascin-C is expressed in the dermis of the surface region (Fig. 5C, left panel). Morphologically these regenerated scales showed a slightly overlapping pattern. It also showed positive expression of Tenascin-C in the outer surface but is negative in the “hinge” (Fig. 5C, right panel). This result suggests that avian scutate scales have a partial regenerative ability, as it could form the “outer surface” and “hinge” but could not fully form overlapping scale structures.

**Figure 5:**
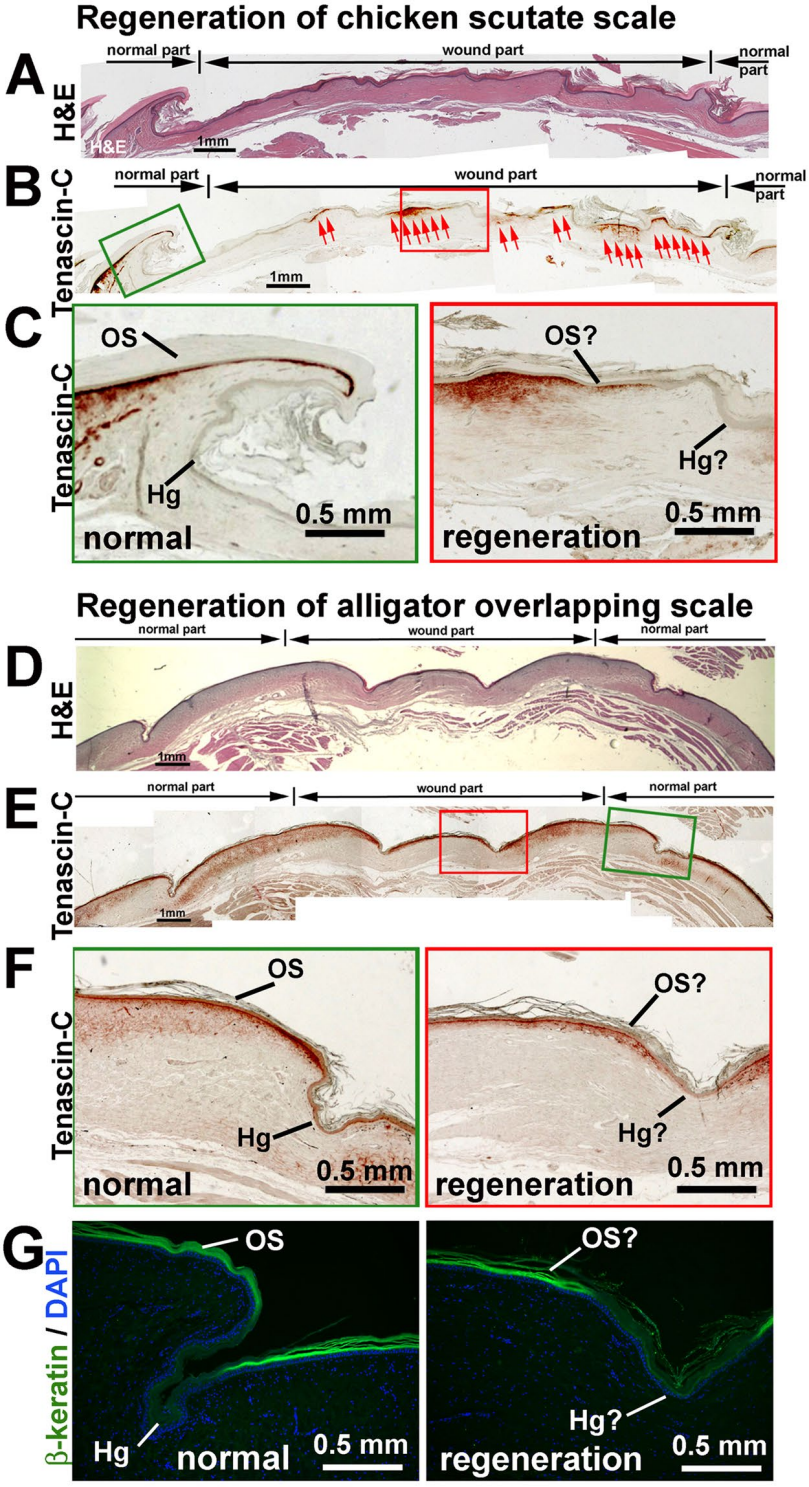
Regenerative power of avian and reptilian scales. (**A–C**) Wounded chicken scutate scales after 4 months of healing. (**A**) H&E staining. (**B**) Tenascin-C staining. (**C**) Higher magnification of (**B**). Left, normal scale beside the wound site. Right. regenerated scale. (**D–F**) Wounded alligator scale after 4 months of healing. (**D**) H&E staining. (**E**) Tenascin-C staining. (**F**) higher magnification of (**E**) (**G**) β-keratin staining. (**F**) and (**G**) Left, normal scale beside the wound site; Right, regenerated scale. Hg, hinge; OS, outer surface.

We then checked the regeneration power of alligator overlapping scales. Similar to chicken scales, the wound area was covered by scales after 16 weeks of regeneration (Fig. 5D). H&E staining of sections showed that the regenerated skin covering the wound did not form overlapping scale structures because the morphology of the surface and hinge regions are altered (Fig. 5D). As in chicken scutate scales, Tenascin-C is expressed in the dermis of the surface region but is negative in the hinge region of alligator overlapping scales (Fig. 5F, left panel). The regenerated scales display a similar Tenascin-C expression pattern although it is thinner, in the “surface” area and absent from the “hinge” region (Fig. 5E, enlarged in Fig. 5F, right panel). The regenerated “hinge” region shows that β-keratin (also known as corneous beta proteins^32^) expression is undetectable (Fig. 5G, right panel). In normal alligator overlapping scale, β-keratin expressed is only located in the outer surface, but not in the hinge region (Fig. 5G, left panel)^8^. This result suggests that alligator overlapping scales have partial or limited regeneration power.

We conclude that unlike the robust regenerative power of feathers and hairs, both avian and reptilian scales have repair but limited regenerative abilities. However, avian scutate scales and reptilian overlapping scales can regenerate “surface” and “hinge” like architecture.

### LRCs in the hinge participate in wound healing of alligator overlapping scales

To investigate whether the LRCs take part in the wound healing process, we used a 5-Iodo-2-deoxyuridine (IdU) / 5-Chloro-2-deoxyuridine (CldU) double labeling method. We have used this method to study the LRCs and TA cells in alligator dental lamina^33^. To do this, juvenile alligators were labeled with IdU for 1 week, then chased for 16 weeks. A wound was made in the overlapping scales and wound healing was assessed 4 days later. A 3-hour CldU pulse was administered before the animal was euthanized. Thus, we can monitor both LRCs and TA cells in the same sample (Fig. 6A).

**Figure 6:**
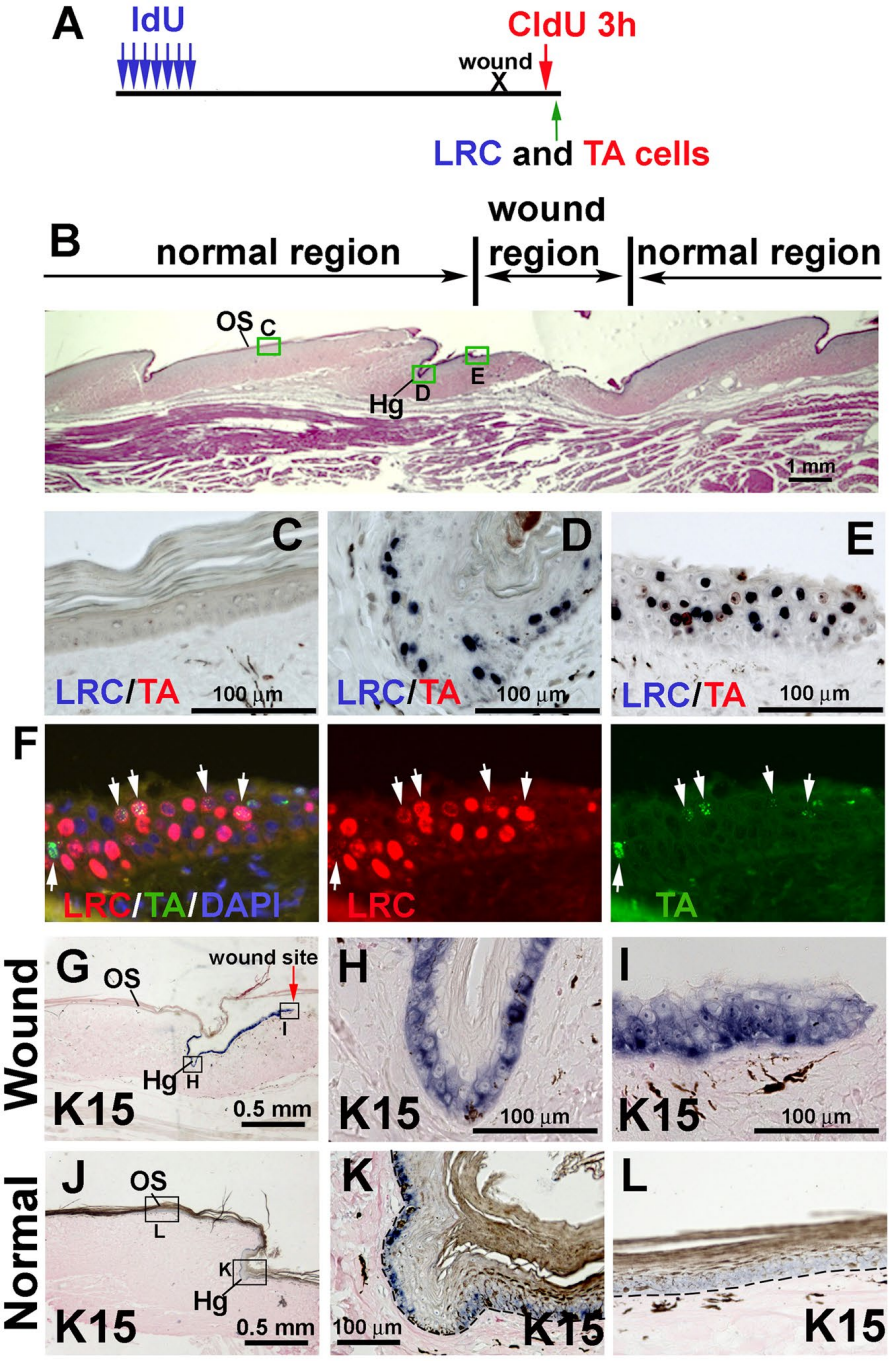
Cell behavior after wounding of reptilian overlapping scales. (**A**) Strategy of labeling LRCs with IdU and TA cells with CldU to study cell dynamics after wounding. (**B**) H&E staining after 4 days of wound healing. The rectangular blocks show the region for CldU and IdU staining enlarged in panel (**C–E**). (**C**) Outer surface of a scale beside the wound site. (**D**) Hinge of a scale closest to the wound site. (**E**) Outer surface region in the wound site. Note the accumulation of LRCs (blue color) in (**D**) and (**E**). (**F**) Fluorescent immunostaining of IdU (LRCs, red color) and CldU (TA cells, green color). Left, Triple staining of LRCs, TA cells and DAPI (blue color); Middle, LRCs only; Right, TA cells only. White arrows indicate IdU and CldU double positive cells which suggests the LRCs are in a proliferating status. (**G**) K15 *in situ* hybridization showing increased K15 expression in epidermis near the wound site. (**H**) Hinge closest to the wound site. I, outer surface in the wound site. (**J**) K15 *in situ* hybridization showing the normal K15 expression in an overlapping scale. (**K**) Hinge. (**L**) Outer surface. Hg, hinge. OS, outer surface.

H&E staining showed that the wound was not re-epithelialized by 4 days after wounding (Fig. 6B). IdU (blue color) and CldU (red color) double staining of three areas are shown in Fig. 6C–E. The outer surface region in a normal scale close to the wound are both IdU/CldU negative (Fig. 6C). The hinge close to the wound has multiple IdU positive cells but no CldU positive cells (Fig. 6D). To our surprise, the outer surface adjacent to the wound is full of LRCs and some TA cells (Fig. 6E). Double fluorescent staining showed that some of the LRCs (red color) have undergone at least one round of proliferation (TA cells, green color) (Fig. 6F, white arrows). This result demonstrates that LRCs accumulate in the wound area in both the outer surface and hinge. Some of the LRCs start to proliferate within the wound site.

We further examined whether K15 is expressed within the wound site. K15 expression is restricted to the basal layer cells of the hinge region but not in the outer surface under normal conditions (Fig. 6J–L). However, in the wounded scale, K15 expression extends to the outer surface close to the wound (Fig. 6G–I). The coincident accumulation of LRCs and extension of K15 expression in the wound site suggests that the putative stem cells participate in wound healing and may play an important role in the healing process.

## Discussion

The origin of avian scales is controversial. One view is that avian scales are homologues of non-avian reptile scales. However, it also has been hypothesized that bird scutate scales appeared later in evolution and are secondary structures derived from feathers^10,11^. We performed a number of experiments to compare the properties of avian scales and reptilian scales to resolve this issue. On one hand, we showed that both chicken scutate scale and alligator overlapping scale development have diffuse β-Catenin and Shh expression and form a diffuse LoGZ, which is different from the observed focal pattern of gene expression and LoGZ formation in chicken feathers (Fig. 1D–R). On the other hand, we observed that some of chicken scutate scales form through a fusion of small round shaped placodes (Fig. 1F), whereas alligator scale morphogenesis did not go through this fusion process (Fig. 1H). Furthermore, we found avian and reptilian scales exhibit these genes with distinct patterns (Fig. 1F,G,K versus H,I,L), suggesting that they are differentially regulated. Our results indicate that avian scales and reptilian scales may use different molecular circuits to regulate development and morphogenesis, which imply that they have different origins. Our data support the view that avian scales are secondary structures derived from feathers^10,11^.

Another property we evaluated was the configuration of the stem cell compartment in these different skin appendages. The hair and feather follicle provides a niche to protect the stem cells and also to configure the lineage of their progeny. Understanding the homeostasis of stem/TA/differentiated cells in different skin appendages is critical to appreciating differences and similarities in the morphogenesis of different skin appendages. The growth of hair and feather follicles is maintained by stem cells. Hair bulge stem cells and feather collar bulge stem cells were originally discovered using the label retention method^21,24,34^. K15 is observed enriched in the hair follicle bulge region where multipotential epidermal stem cells are located and is used as a marker of hair follicle stem cells^30,31^. Transgenic mice with a K15 promoter driving the expression of a reporter gene demonstrated that the K15 positive epidermal cells have stem cell characteristics^25,26^. Both mammalian hairs and avian feathers have a robust ability to regenerate through normal cycling. Cycling can also be induced upon plucking. Mice display a progressive hair wave during regeneration following hair plucking^35–37^. Mice also demonstrate *de novo* hair regeneration following the formation of large wounds^38^. Hair follicle and IFE stem cells make distinct contributions to regeneration in response to mouse skin wounds^39^.

Due to a lack of powerful genetic tools to study stem cells in bird and reptile skin, we used label retention to identify putative and compare the location of stem cells in avian and reptilian scales. These studies revealed that the LRCs are located in the hinge of avian scutate scales and reptilian overlapping scales (Fig. 3N). Morphologically, the hinge region has a thinner stratum corneum which may be required for reptilian motility. The hinge regions of avian and reptilian scales express different keratins from the surface regions which implies that these regions may have different cell behaviors. We evaluated the temporal and spatial distribution pattern of K15, a stem cell marker, during normal scale development, in mature scales, and in injured mature epidermis. We observed the accumulation of LRCs in wound sites in the alligator overlapping scales, and the accompanying K15 expression domain extension. Our result suggests that the hinge putative stem cells actively contribute to epidermal regeneration during wound healing.

We observed differential retention time of the BrdU label between chicken scutate scales and alligator overlapping scales. In chicken scutate scales, more than 95% of hinge basal layer cells are labeled after 1-week of BrdU treatment (1-week pulse) (Fig. 3F). Only a few of these BrdU positive cells are retained after a 2-week chase (LRC 2-weeks) (Fig. 3G). Similar numbers of LRCs are observed after an 8-week chase period (Fig. 3H). However, in the alligator overlapping scales 40% hinge basal layer cells are BrdU positive after an 8-week chase (Fig. 3K). The difference in the rate of LRC disappearance in the hinge region may reflect a differential metabolic rate between birds and reptiles.

Scales in squamates, in contrast to hairs and feathers, have limited regenerative abilities. We have shown this to be true in the green anole body and tail scales and green iguana^40^. However, the cellular and molecular basis of scale regeneration remains elusive, either at the single scale level or the coordinated response to large skin wounds. Is a specific configuration of stem/TA cells required to form a sustainable regenerative unit containing self-renewing multipotent stem cells? Does the lack of a follicle structure in scales prevent their ability to regenerate? Can this ability be restored by reprogramming during tissue regeneration?

Other labs have also explored properties of scales and found that crocodilian and turtle scales share similarities^41^. This paper highlights that proliferation of these scales differs from those found in leidosaurians which show higher proliferation rates in the outer scale surface. In the chick the length of the G-phase of the proliferation cycle was found to increase in the inner surface region as embryonic development progressed^42^. Also, a lineage of basal cells was found aligned along the avian scale axis at day 10 which then showed polarized divisions at day 11 producing suprabasal cells^43^.

Our result showed that both avian scutate and reptilian overlapping scales have limited regeneration abilities. They each could regenerate surface and hinge-like regions but did not produce regions that overlapped neighboring scales. In response to wound injury, these putative stem cells could move and accumulate within the wound site to take part in the healing and regeneration. However, unlike the hair and feather which have follicular structures with the localized stem cells within their specific niche, these putative scale stem cells are diffusely distributed which may be related to their weak regenerative ability. Another example of robust ectodermal organ regeneration is found in the alligator tooth. In alligator teeth, we also found focally localized LRCs in the “bulge” of the dental lamina^33^, the stem cell niche for new tooth generation. In this animal model, the dental lamina is present in the lingual side of each functional and replacement tooth localized within a single tooth family unit. Our current scale regeneration result indicates that the diffuse putative stem cells in the hinge may be responsible for the observed limited regeneration abilities.

Overall, our results demonstrate in embryonic development, the gene expression profile in alligator scale is very different from both chicken feathers and scales. The shape of the placode for chicken scutate scales is closer to that of the feather than alligator overlapping scales which suggests that avian scutate scales do not have the same origin as reptile overlapping scales. However, in adults, there is a diffuse putative stem cell niche localized within the hinge of both chicken and alligator scales suggesting these structures form through convergent evolution. In contrast, avian feathers have a more condensed stem cell niche which may be responsible for feather morphogenesis and cycling.

## Methods

### Juvenile alligators and adult chickens

We used adult chickens and juvenile alligators (6-month to 1-year-old) for TA and LRC labeling. Alligator eggs were collected from the Rockefeller Wildlife Refuge in Louisiana. Eggs were transported to USC and incubated at 30 °C. Embryo staging was according to^44^. All procedures were approved by the local Institutional Animal Care and Use Committee at the University of Southern California, and the Louisiana Department of Wildlife and Fisheries. The methods were carried out in accordance with the relevant guidelines and regulations.

### RNA-seq analysis of developing alligator overlapping scale

To perform RNA-seq analysis on developing alligator overlapping scales, we collected skin from Es19 and Es22 alligator dorsal and ventral overlapping scales. Epidermis and dermis were separated by treating with 2×CMF solution. RNA from dermis was extracted using Trizol reagent (Invitrogen). 1–2 ug of total RNA from each sample was used to construct an RNA-seq library using TruSeq RNA sample preparation v2 kit (Illumina). Sequencing (50 cycles single read) was performed using Hi-seq2000 at the USC Epigenome Center. Replicate samples from each region and stage were prepared. The full datasets have been submitted to the NCBI Gene Expression Omnibus (GEO).

### Transcriptome comparison of embryonic chicken feathers, scutate scales and alligator overlapping scales

RNA-seq analysis of chicken feathers and scutate scales are from^17^. For alligator skin RNA-seq analysis, the raw reads from embryonic alligator skin were aligned with the alligator genome^28^ using STAR 2.4.1d. Gene expression levels were estimated using CPM (count per million) with TMM normalization.

### Pulse BrdU labeling and identification of label retaining cells

For the 3 hour pulse labelling of juvenile alligators and adult chickens, BrdU was injected intraperitoneally at 50 mg per kg (body weight). Scales were collected 3 hours later. For label-retaining studies, animals were injected with BrdU twice a day for 1-week, and ‘chased’ (left to metabolize the BrdU in their system) for up to 8 weeks for chickens and 16 weeks for alligators. One chicken and one alligator were euthanized after 1 week’s BrdU labelling (1-week pulse). Four adult chickens and four juvenile alligators were used for our LRC study. For chicken feathers, contour feathers (in both growth and resting phases) on the dorsal region were used. BrdU staining was performed according to^45^.

### Scale wound healing and regeneration

For scale wounding and regeneration, chickens were anesthetized by an intramuscular injection of ketamine (50 mg/kg) and xylazine (5 mg/kg). Alligators were anesthetized by inhaling of 2% isoflurane. Biopsy areas (1 cm wide and 1 cm long, cover at least two scales) were initially drawn with a pen and this line was traced with a scalpel to about 1 mm in depth. The skin was lifted with forceps and excised with a scalpel. Animals were euthanized after 16 weeks regeneration. Paraffin sections were prepared for H&E staining and immunostaining. Two adult chickens and two juvenile alligators were used.

### Double labeling of LRCs and TA with IdU and CldU after alligator skin wounding

IdU (Sigma) was used to label LRCs and CldU (Sigma) was used to label TA cells during skin regeneration. Animals were injected with IdU intraperitoneally (50 mg/kg) two times per day for 1 week followed by a 16-week chase period. A piece of ventral skin (1 cm wide and 1 cm long) was removed. Four days after wounding, animals were injected with IdU (50 mg/kg) for 3 h before being euthanized. Two alligators were used in this study.

For IdU/CldU double staining, CldU was detected using a rat anti-BrdU antibody (BU 1/75; Ab6326-250; Abcam); Biotinylated Goat anti Mouse IgG (Abcam) and Streptavidin (Jackson ImmunoResearch) were used as secondary and tertiary antibodies; AEC (Vectorlabs) was used to develop the red color. IdU was detected by mouse anti-BrdU (347580; BD); Anti-mouse AP (Abcam) was used as secondary antibody; NBT/BCIP (Promega) was used to visualize positive staining (blue). For fluorescent IdU/CldU staining, sections were treated with 0.01 M Citrate buffer (pH 6.0) by microwaving for 6 min. Alexa Fluor anti–mouse-546 (A11030) and anti–rat-488 (A11006) from Invitrogen were used as secondary antibodies. DAPI was used to visualize the nuclei. Stained sections were imaged with an AxioImager (Zeiss).

### Whole mount/section *in situ* hybridization and immunostaining

β-catenin and Shh RNA probes from chicken^46^ and alligator^33^ were used for whole mount *in situ* hybridization. To generate Alligator K15 and K75 RNA probes, PCR was performed using cDNA from Stage 24 alligator skin. Primers for K15, Sense: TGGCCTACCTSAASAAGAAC, antisense: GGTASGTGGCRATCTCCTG. Primers for K75, Sense: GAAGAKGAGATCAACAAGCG; Antisense: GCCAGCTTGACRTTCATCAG. Primers for PCR were designed based on K15 mRNA sequences from chicken (NM_001001312) and green anole (Anolis carolinensis, XM_003222575), and K75 mRNA sequences from chicken (NM_001001314) and green anole (XM_003216971). PCR products were inserted to p-drive (Qiagen) to make antisense RNA probes. Whole mount and section *in situ* hybridization were performed according to procedures described in^47^. Diluted eosin was used for faint counter-staining. Immunostaining (Tenascin-C) was performed according to^33^. β-keratin antibody was from Dr. Roger Sawyer. Alexa Fluor anti–rabbit-488 (A11008) from Invitrogen was used as secondary antibodies.

### Ethical approval and informed consent

All procedures were approved by the local Institutional Animal Care and Use Committee at the University of Southern California, and the Louisiana Department of Wildlife and Fisheries. The methods were carried out in accordance with the relevant guidelines and regulations.

## Electronic supplementary material

Supplementary data

# Supplementary material for: Comprehensive molecular and cellular studies suggest avian scutate scales are secondarily derived from feathers, and more distant from reptilian scales
**Source:** Sci Rep. 2018 Nov 13;8:16766. doi: 10.1038/s41598-018-35176-y
**Supplement:** Supplementary file 1 — Supplementary data

Comprehensive molecular and cellular studies suggest avian scutate scales are secondarily derived from feathers, and more distant from reptilian scales

Ping Wu¹, Yung-Chih Lai^{1,2}, Randall Widelitz¹, Cheng-Ming Chuong^{1,2,3*}

Supplementary

Figure. S1. List of 86 annotated alligator genes among the 102 chicken *feather-associated genes*

ADAM12, CCDC170, GGT5, KLHL4, NTN3, RUSC2, TEK, ADAMTSL2, GLIS1, LIMCH1, OSR1, SATB2, ADCY5, CLGN, EPB41L3, LOXL3, SIM1, TLN2, AFF3, CPLX2, EPHA5, HBE, LRIG1, PAMR1, LC22A16, TMTC1, CPXM2, ESM1, HPGD, LRRC16A, PDE1A, SMOC1, Ahrr, DNAH10, HRH2, LRRC4C, PGBD5, SOX18, TPD52L1, ALCAM, DRAXIN, FAT3, HSPA4L, Lrrn1, PGM5, ST8SIA6, TSPO2, ANO1, EFEMP1, FBLN1, IGF2, PHLDB2, STEAP3, UBASH3B, ARHGAP25, EMX2, FLNB, JUN, MMEL1, PPP4R4, STK10, ZIC1, ARHGEF3, *foxp2*, KCNH5, MSANTD1, RAI2, STRA6, ZIC3, FRMD3, KCNS2, MYOCD, RGMA, SYNDIG1, ZP2, BEND5, FST, KIAA2022, NEFM, RND3, SYT6, GAD2, KIFAP3, NT5E, RUNX3, TBX15

Figure. S2. List of 135 annotated alligator genes among the 170 chicken *scale-associated genes*

GSN, FKBP9, ATF4, COL2A1, MDK, COL16A1, SCARF2, PPM1D, HIF1A, MEOX2, SNCAIP, AQP1, P4HA3, FKBP7, SVEP1, FAM101B, PIEZO2, ADAMTS3, SLIT2, WBSCR17, SELM, GTF2IRD1, CACNA1G, HTRA3, FAM46A, BCL6, LMO4, ST3GAL1, CD82, CHST15, IGFBP2, IGSF10, PLBD2, FKBP14, TBX4, TMEM47, NPTX2, NDRG1, RNF34, PRKD1, PANK1, TSHZ1, DVL1, CDH13, ARSI, TLE1, WASF3, IL17REL, KIAA0226L, TPCN1, DACT2, SULT1E1, ATCAY, SLITRK4, NFKBIA, TMEM132E, PDLIM5, KIAA0513, TMEFF2, TPST1, NFATC2, KLHL25, DOCK5, TRIM47, SOHO-1, ZFPM1, DCLK2, SFRP4, COL17A1, FRMPD4, KCNMB4, ASTN1, ELFN1, PITPNM3, PRDM6, CDH1, CDKL1, MDGA2, ATP6AP1L, PLCB1, NTNG1, SHOX, GALNT5, GLRA4, RTN4RL1, PROX1, PKP2, PITX1, LHX9, IL18, PIK3R5, DACH1, CADM2, NT5C1A, NPAS2, SBK1, ADARB2, CHAC1, OPRD1, GABRA1, PI16, RHOV, ASPHD2, TPH2, TFAP2B, CDKN2C, VWC2, STK32A, DRD5, PPM1H, TOX, MOV10L1, RCAN2, PYROXD2, GPR143, Wnt10a, SCN4B, CALCR, MGAT4C, SLC17A9, VGLL1, PRDM12, PTPRO, TMEM215, TEKT5, AJAP1, GLIS3, Wnt3, NRG3, TRPM6, GRIN2C, ADCYAP1R1, SLC34A2, KY, Gnot1

How the deposited data were processed for this re-analysis (not part of the article)

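RNA-seq values of the dermis of alligator overlapping scales were used, with 1 library for each of dorsal and ventral dermis at Es19 and at Es22. The libraries were made with a TruSeq kit from dermis separated from epidermis, and sequenced as single reads. The authors deposited CPM values with TMM normalization, in which the effective library size is the number of reads times a factor, so that the column sums differ between libraries (905638 for dorsal and 785850 for ventral dermis at Es19) and the values were handled as a normalized signal deposited by the authors. The paper's methods name STAR, and the submitters' processing notes list TopHat2 (version 2.1.0), Partek (version 3), HTSeq and edgeR. Rows are transcript records, of which 1900 carry only a gene number and 300 a LOC symbol, and 287 rows share their symbol with another row. After removal of the TMM factors, every row had at least 1.03 CPM in its second-highest library, so genes below about that level in all but 1 library stand outside the table.

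From these values the number of reads was recovered by dividing each column by the value of 1 read, which gave whole numbers within 0.05 for 99.8%, 99.8%, 99.9% and 99.96% of the values of Es19 dorsal, Es19 ventral, Es22 dorsal and Es22 ventral dermis. A count of 0 reads allows up to 3 reads, or 0.232, 0.204, 0.288 and 0.310 CPM in that order. Intervals and this floor cover counting error only, since reads of single-read libraries without molecular identifiers are not independent molecules.

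Before the data were examined, the gene lists, the tests, the alternatives and the rule for named genes were fixed. The feather-associated and scale-associated lists are those of Fig. S1 and Fig. S2, and 20 other lists were written for genes named in the paper, signalling pathways, Hox and patterning genes, matrix, cell cycle, stress and immediate-early genes and markers of other cell types. Rows that share a symbol were summed for lists. Genes named are the 10 higher and 10 lower with the largest smaller log2 difference in each contrast among those with a gene symbol, the 10 highest of each of the paper's lists, every gene the paper names, and members of the lists that were at least 2-fold apart in both comparisons. A few genes outside this rule were chosen after their values were seen, and are said to be so.

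A list's median was set against 10000 random lists of the same size, drawn from all symbols and gene numbers and, for differences, matched on mean CPM in 20 bins. The permutation tests across genes used 100000 draws and were two-sided. limma (version 3.58.1, with an intensity trend in the prior variance) tested log2(CPM + 1) with region and stage as terms and Benjamini-Hochberg adjustment at 0.05, and edgeR (version 4.0.16, quasi-likelihood test) was run on the recovered reads with the same terms as an alternative chosen after the data were seen. R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. Alternatives were pseudocounts of 0.1 and 5, no filter or a mean of at least 5 CPM, rescaling by the median ratio or the upper quartile, a 4-fold rule, the fit without the other term, and each library left out in turn, where 3 libraries leave no residual degree of freedom for both terms and the other term was left out too.

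The region comparison was tested on simulated reads for 10236 genes of which 200 were changed by region. The simulated reads had the same dispersion for all genes, no difference between stages and no region difference that varied with stage. The numbers found there therefore need not hold for the real libraries. With a dispersion of 0.1, the 2-fold rule at both stages found 158 and limma 142 of 200 genes changed 4-fold, and the 2-fold rule also took 49 unchanged genes, with 57 genes going in opposite directions. With a dispersion of 0.01 these were 192 and 200 genes, and 0 unchanged genes under the rule. Of 200 genes changed 2-fold, the rule found 37 and limma 1 at a dispersion of 0.1, beside 49 unchanged genes under the rule, and 36 and 166 at a dispersion of 0.01. Numbers of transcripts per gene were taken from the RefSeq annotation of assembly rAllMis1, which may differ from the annotation the authors used, so none of its coordinates are given. The chicken libraries and the labelling and wounding experiments of the paper were not analysed here.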

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

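The tests of explanations in this part were chosen after the result was seen, while the 2-fold rule was set beforehand. Epidermal genes appeared in the Es22 dermis libraries, on which the paper's text does not comment. KRT14, a keratin of basal epidermis, was at 306 CPM in dorsal and 64.2 CPM in ventral dermis at Es22, against 2.48 and 2.51 CPM at Es19, and KRT15 went from 12.2 to 416 CPM in dorsal and from 14.9 to 93.0 CPM in ventral dermis. The epidermis had been separated from the dermis before RNA was extracted. All 8 of 25 listed epidermal markers that had a row, of which the scale-associated list also holds CDH1, were higher in dorsal Es22 dermis than in ventral Es22 and dorsal Es19 dermis, which is what epidermis left on the dermis at Es22, most on the dorsal side, would give. The markers' median dorsal to ventral log2 difference at Es22 was 1.71, which lay 1.72 above that of all rows. Its 95% interval of 1.36 to 2.24 is from a bootstrap over the 8 genes, and covers the spread among them and not between libraries. Scaling of the libraries by one factor each moves every gene alike and leaves this gap nearly unchanged, so the gap restates the pattern and is no separate test. Higher expression of these genes per epidermal cell, or their expression in dermis itself, was not tested and stays open.

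Skeletal muscle genes were higher in the ventral Es22 library. All 15 muscle markers with a row were higher in ventral than in dorsal dermis at Es22, with a median log2 difference of -1.63 dorsal over ventral, as more skeletal muscle in the ventral tissue, or higher expression of these genes in muscle cells, would give. A list of stress and immediate-early genes also had a median log2 difference of -0.90 at Es22. Of its 23 genes with a row, 14 were higher in ventral dermis at both stages and 1 was lower. The cardiac actin ACTC1 was at 609 against 180 CPM and the myosin light chain MYL1 at 183 against 52.4 CPM. A lower share of dermal cells in that library would raise the markers of every other cell type alike. The medians of epidermal and muscle markers lay 3.34 apart in log2 and in opposite directions. Both patterns were known before they were compared, so this cannot decide the question. The other marker lists had medians at Es22, dorsal over ventral, from -0.31 (red blood cell) to 0.38 (cartilage and bone), and so did not rise alike with the muscle markers. The amount of muscle, its place in the skin or at the dissected edge, and its expression per cell cannot be separated with 1 library and stay open.

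Of the genes on the paper's lists, 34 feather-associated and 59 scale-associated genes had no row under the listed symbol. Genes were matched by symbol, and of 10466 rows 1900 carry only a gene number and 300 a LOC symbol. A listed gene could therefore stand in the table unnamed, which was not tested. Genes below about 1.03 CPM in all but 1 library, before TMM scaling, also stand outside the table. Rows are transcript records, and counting on them may lose or split reads shared by several transcripts of a gene. In the RefSeq annotation of rAllMis1, listed genes with no row had more transcripts than those with one, by 0.62 in mean log2 number (permutation test across genes, p = 0.00011; 202 of 221 genes had a number), with medians of 5 and 2 for the feather-associated list and of 2 and 2 for the scale-associated list, where the test alone gave p = 0.14. Over all annotated genes with a symbol, 51.9% of those with 1 transcript, 52.3% with 2 and 27.5% with 11 or more had a row, so that many genes with 1 transcript also lack one and the number of transcripts can account for part of the missing rows at most. Low expression stays open for the listed genes themselves, although 22 of 114 genes of ribosomal proteins and proteasome subunits also had no row (84 of 98 with 1 transcript and 8 of 16 with several had one, Fisher's exact test, p = 0.0027). With other names of the genes, 53 feather-associated and 76 scale-associated genes had a row, so the other names tried account for 1 gene.

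Between dorsal and ventral dermis, 15 genes were at least 2-fold apart in opposite directions at Es19 and Es22, and between stages 12 genes in opposite directions in dorsal and ventral dermis, and these differences were not tested. Of 10236 rows, 554 were at least 2-fold apart by region at Es19 and 474 at Es22. By stage these were 1080 in dorsal and 766 in ventral dermis. Some rows would therefore go in opposite directions if both comparisons were independent. That number was not computed, so the 15 and 12 rows are not shown to exceed it. HAND2, a transcription factor outside the paper's lists, was at 113 CPM in ventral dermis and 2.71 CPM in dorsal dermis at Es19, above what 0 reads allow. The unnamed row gene16783, which the table pairs with no symbol and which was picked after its values were seen, was at 2774 CPM in dorsal dermis at Es22 against 3.30 CPM in ventral dermis at Es22 and 4.95 and 0.0679 CPM at Es19.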

How the results depend on the processing

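The numbers of listed genes detected stayed within 1.5 times of 52 (43 to 53) and 76 (55 to 76), the number of list shifts outside the middle 95% of random lists stayed between 28 and 33, and the rank correlation of the Fig. S2 order passed its test in each library. Genes at least 2-fold apart in both comparisons numbered 109 by region and 389 by stage. By region they were 205 with a pseudocount of 0.1, 44 with a pseudocount of 5 and 22 at 4-fold, and by stage 599, 185 and 57 in that order. The pseudocount sets how far low genes count, and the 4-fold rule is stricter for all genes. The 15 that went in opposite directions by region became 53, 2 and 0. With 1 library left out, which also leaves out the other term and the second comparison, 344 to 671 genes were 2-fold apart by region and 622 to 1042 by stage. The limma fit called 24 genes by region and 320 by stage. It called 40 and 486 with a pseudocount of 0.1, 8 and 144 with a pseudocount of 5, 0 and 89 after rescaling by the upper quartile (729 and 2035 at an unadjusted p under 0.05), and 0 and 0 without the other term (256 and 1973), and the cause was not tested. With 1 library left out it could not hold the other term, and without both it called 0 by region in each case, with 160 to 556 genes at an unadjusted p under 0.05, and 0 to 75 by stage, so that the library and the term cannot be separated there. The edgeR test on recovered reads, chosen after the data were seen, called 56 by region and 565 by stage. The difference between the feather-associated and scale-associated lists changed sign, without passing the test, in Es22 dorsal (-0.37) and Es22 ventral dermis (-0.34). Among genes named, MYL1 had log2 differences between regions from -3.13 to 0.16 with 1 library and stage as a term left out, and changed direction once, without the Es22 ventral library, where its difference between stages is mixed in. Of 33 named region differences 21 met the 2-fold rule under both other pseudocounts and both rescalings, and of 90 stage differences 66 did. Without the genes of the marker lists and of the stress and immediate-early list, chosen after the data were seen, 103 genes by region and 349 by stage met the rule. Only the listed genes were taken out, and other genes of the same cell types stayed in. These numbers therefore cannot tell how much the mix of cell types accounts for. No paired analysis was possible by replicate because the labels carry no replicate numbers, while the limma and edgeR fits with both terms compare regions within a stage and stages within a region. At this depth 1 read is 0.0679 to 0.103 CPM, so ratios of genes under about 1 CPM rest on a few reads.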

Differences from the paper's values

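The paper states that 86 feather-associated genes were annotated in the alligator genome and gives their expression, and 52 of them had a row with a mean of at least 1 CPM in the table analysed here. None of the alternatives set before the data were examined reached the paper's number, with 53 under other names of the genes, 52 at a limit of 0.5 CPM, 43 at 5 CPM and 48 with at least 1 CPM in every library, the limits on CPM being able only to keep or lower the number of genes with a row. For the scale-associated genes the paper's number is 135, against 76 here, 76 at 0.5 CPM, 55 at 5 CPM, 65 with at least 1 CPM in every library and 76 with other names. The paper's numbers count annotated genes and those here count genes with a value under a matching symbol in the table.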

Other observations

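The tests of gene lists in this part were set before the data were examined, and genes said to be picked were chosen after their values were seen. Across the whole table, 61 rows were at least 2-fold higher in dorsal dermis at both stages and 48 in ventral dermis, against 7.07 and 5.66 if the stages were independent. In opposite directions went 15 rows, for which no expected number was computed. The genes higher in dorsal dermis included, beside ZIC1, the melanin synthesis enzymes TYRP1 (8.51 against 0.339 CPM at Es19 and 55.9 against 3.40 CPM at Es22) and DCT, the chemokine CXCL14 (43.5 against 6.04 and 457 against 105 CPM), the secreted peptide osteocrin (OSTN), the transcription factor TFAP2C, the collagen COL23A1, LRRC4, NKAIN2, FAM180B and CYP1C1. The genes higher in ventral dermis included the transcription factors HAND2 (41.8-fold at Es19, 95% interval 29.9 to 60.2, and 15.4-fold at Es22, 95% interval 12.2 to 19.7), GATA5 (0 reads in dorsal dermis, at least 53.5-fold and 21.8-fold higher against a floor of 3 reads per library), TBX20, SIM2 and HOXA9, the retinoic acid synthesis enzyme ALDH1A2 (34.5 against 3.87 CPM and 30.8 against 6.53 CPM), DPT, HPSE2 and GABRD. In limma 14 genes were higher and 10 lower in dorsal dermis, HAND2 among them (log2 difference -4.36, standard error 0.30, adjusted p = 0.026), and 0 were called after rescaling by the upper quartile (729 at an unadjusted p under 0.05) or without stage as a term (256). With both terms edgeR, chosen after the data were seen, called 56. Of the 32 patterning transcription factors with a row, 2 were at least 2-fold higher in dorsal and 4 in ventral dermis at both stages, and of 19 Hox genes 0 and 2. FOXD1, picked, was at 179 CPM in dorsal and 8.01 CPM in ventral dermis at Es19 and at 123 and 132 CPM at Es22.

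Between stages 334 rows were at least 2-fold higher at Es22 in both regions and 55 lower, against 47.9 and 4.28 if the regions were independent. Of 32 matrix genes, 8 passed the rule as higher and 0 as lower, against 6 of 8 red blood cell markers, 6 of 8 epidermal markers, 7 of 15 muscle markers and 10 of 23 stress and immediate-early genes higher and 0 lower. The matrix genes had median log2 differences of 0.94 in dorsal and 0.84 in ventral dermis. The proteoglycan LUM went from 3917 to 11123 CPM in dorsal and from 1844 to 5351 CPM in ventral dermis, the fibrillin FBN1 from 773 to 2242 and from 664 to 1625 CPM, and MFAP5, CLEC3B and MYOC were also higher. BMP7 fell from 48.3 to 8.17 CPM in dorsal and from 46.1 to 13.4 CPM in ventral dermis, and BMP2 from 109 to 46.0 and from 131 to 51.4 CPM, both past limma's test (adjusted p = 0.022 for each). With both terms limma called 320 genes between stages and edgeR 565. After rescaling by the upper quartile limma called 89 (2035 at an unadjusted p under 0.05), and without region as a term 0 (1973). FGF3 was at 6.19 and 4.07 CPM at Es19, and at 0 and 2 reads at Es22, at least 21.5-fold lower in dorsal dermis against a floor of 3 reads. The integrin ITGA4, TGFA, CHST1 and GPR37 were also lower. Of 18 cell cycle genes, 16 were lower at Es22 in both regions whatever the size, with medians of -0.50 and -0.26. By the 2-fold rule 0 were lower, and limma called 0 as lower when adjusted over the list alone. AURKB was higher (3.10 to 75.2 CPM in dorsal dermis).

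By the medians of the other lists, given as the log2 difference between stages in dorsal and then ventral dermis, red blood cell markers were 2.98 and 1.87, leukocyte markers 1.43 and 0.80, smooth muscle and pericyte markers 1.40 and 0.45, muscle markers 0.79 and 2.41, stress and immediate-early genes 0.93 and 1.48, adipocyte markers 0.80 and 0.29, nerve, Schwann cell and melanocyte markers 0.19 and 0.28, cartilage and bone markers -0.20 and -0.43, Hox genes -0.62 and -0.16, patterning transcription factors -0.11 and 0.32, WNT genes 0.10 and 0.12, hedgehog genes -0.86 and 0.23, BMP and TGF-beta genes 0.04 and -0.46, FGF genes -0.14 and 0.04, EDA, Notch and retinoid genes -0.25 and 0.28, and the genes the paper names -0.07 and 0.35. Between regions, at Es19 and then Es22, dorsal over ventral, they were 0.29 and 0.37 for matrix genes, 0.71 and 0.38 for cartilage and bone, 0.28 and 0.26 for nerve, Schwann cell and melanocyte, -1.35 and -0.31 for red blood cell, -1.10 and -0.06 for smooth muscle and pericyte markers, 0.63 and -0.49 for hedgehog genes and 0.01 and -0.43 for Hox genes. Of 44 list comparisons, 31 lay outside the middle 95% of random lists matched on CPM by the median of the mean of both differences, and in 9 of these, the hedgehog genes by region and by stage among them, the medians of the single differences had opposite signs. Random lists are drawn gene by gene, while genes of a list are not independent, so lying outside describes these libraries only. A median as small as 0.07 (feather-associated genes by region) lay outside. The immediate-early genes FOS (315 against 90.6 CPM) and NR4A1 (319 against 78.0 CPM) were higher in ventral than in dorsal dermis at Es22. There was no row under the symbols CTNNB1, SHH, KRT75 and TNC in the table analysed here.

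The legend of Fig. 2B orders the scale-associated genes by their CPM in chicken scutate scales, and the legend of Fig. S2 names no order. In the order of Fig. S2 the 76 scale-associated genes with a row had lower alligator CPM further down the list (Spearman's rho -0.81 across genes, permutation p = 1e-05, the smallest that 100000 draws can give), and rho ran from -0.77 to -0.83 in single libraries. For the 52 feather-associated genes in the order of Fig. S1, picked after that result, rho was 0.02 (p = 0.91). Genes are not independent replicates, and whether Fig. S2 follows chicken CPM was not tested, as chicken values were not analysed here.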
